A study of Mus musculus with 24 samples. Its data were reported in "STAT6 Transcription Factor Is a Facilitator of the Nuclear Receptor PPARγ-Regulated Gene Expression in Macrophages and Dendritic Cells" (2010).

How the data were processed

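Total RNA of bone marrow-derived macrophages was hybridized to 24 Affymetrix mouse expression arrays, 1 array per culture. Marrow of 3 Pparg+/- LysCre mice and of 3 Pparg fl/- LysCre mice was differentiated for 10 days in 20 ng/ml M-CSF, the growth factor of the macrophage lineage, without IL-4 or with 20 ng/ml IL-4, and each of these with vehicle or with 1 µM rosiglitazone (RSG), a synthetic PPARγ agonist. This gave 8 groups of 3 arrays. The group and the mouse of each array were taken from the labels. Mice 1 to 3 were Pparg+/- LysCre and mice 4 to 6 were Pparg fl/- LysCre, and each mouse gave 1 culture to each of its 4 conditions.

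The deposited values were expression ratios made by the authors. GC-RMA signals were computed in GeneSpring 7.3, divided by the 50th percentile of each array and then by the median of each probe set over the arrays. The submitters' processing notes also name GCOS, with a version not given in the sources used here. The methods describe a last division by the vehicle control of each array, which was not applied to the deposited values: Retnla, for example, had a ratio of 0.01 on the vehicle arrays without IL-4. For most probe sets a ratio of 1 is therefore their median, and the brightness of a probe set cannot be read from its ratios. The table held 45101 probe sets, and 82.2% of them had a median ratio within 0.005 of 1. A further 17.1% had a median under 0.95. For these a ratio of 1 is not the median, and what they were divided by was not determined here. The lowest ratio, 0.01, was shared by 124 values. The median ratio of an array lay between 0.906 and 1.08. The number of arrays limits the precision of every value given here.

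Ratios were floored at 0.0100051 and log2 transformed, with no further scaling. A fold against a group whose 3 arrays were all at the floor is a lower bound and is written as at least that fold. The 64 control probe sets were removed. Probe sets at or above the median of the array on at least 3 arrays were kept, which removed 1688 and left 43349 for testing. Because the values are ratios, this step does not select bright probe sets. Gene symbols came from the annotation of the array updated through gene identifiers: 34945 probe sets had 1 symbol, 932 had several and 9160 had none, and 34741 were matched by identifier. Genes were not named from probe sets with several symbols. In all, 17737 genes were tested. Where 1 probe set had to stand for a gene, in the gene lists, the one with the smallest spread within groups was taken, since the highest mean has no meaning for ratios.

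Differences were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 24 arrays and a mean-variance trend, and p-values were adjusted by the method of Benjamini and Hochberg. A probe set was called at an adjusted p under 0.05 and a change of at least 1.5-fold. There were 11 comparisons: the IL-4 response in each genotype and its difference between genotypes, the RSG response with and without IL-4 in each genotype, its difference between activation states in Pparg+/- cells and between genotypes with IL-4, and the genotype difference with and without IL-4. Errors of log2 changes are standard errors (SE) from limma and errors of ratios are standard deviations (SD), with n = 3 mice per group. The test was tried on simulated data with the real spread of 43349 probe sets. In each comparison only 100 of these were changed 2-fold and 100 changed 4-fold. This is far fewer than the 5798 called with IL-4 in Pparg+/- cells. The adjustment was therefore stricter than for IL-4 in the real data, and the shares for IL-4 do not give the recovery there. For the IL-4 response in Pparg+/- cells the test recovered 32% of the 100 probe sets changed 2-fold and 57% of the 100 changed 4-fold. For the difference of that response between genotypes it recovered 17% and 37%, for the RSG response with IL-4 in Pparg+/- cells 35% and 55%, and for the genotype difference without IL-4 or RSG 37% and 60%. The methods' t-test recovered 0 to 1% of the 2-fold and 0 to 5% of the 4-fold changes, so a count of 0 from it says little.

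Gene lists and the genes to be named were fixed before the data were examined. The named genes were Pparg and the mouse macrophage genes that the study names, the 8 called genes with the largest rise and the 8 with the largest fall in which the arrays of the groups did not overlap, and up to 4 called members of each list with the largest change. Of the genes named by the study, Acsl1 and Spp1 were not analysed here, and 1 further gene picked by these rules is not reported here. Lists were tested as groups with camera in limma at a correlation of 0.01, and again with the correlation estimated from the data. The lists covered alternative activation markers, PPARγ target genes, fatty acid oxidation, fatty acid synthesis, cholesterol biosynthesis, LXR target genes, inflammatory genes, interferon-stimulated genes, MHC class II presentation, the cell cycle, macrophage fusion and osteoclast genes, scavenger and pattern recognition receptors, nuclear receptors with their cofactors and IL-4 signalling, and stress and immediate early genes. Marker lists covered macrophage, neutrophil, dendritic cell, B cell, T and NK cell, erythroid, mast cell and basophil, eosinophil, stromal cell, adipocyte and sex-linked genes.

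The mouse numbers in the labels tie arrays of the same animal, so the numbers pair samples within a genotype. Deviations from the group means were barely shared within a mouse: their correlation had a median of 0.0138 between arrays of the same mouse, with a range from -0.0567 to 0.0442, and of -0.00655 between arrays of different mice. None of the 36 same-mouse pairs was above 0.1. The methods' t-test, with equal variances, compares 2 groups and not pairs, though the last division they describe ties an array to its own control. The comparisons were planned and fitted without the pairing, and a fit with the mouse as a block was run beside them.

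The alternatives were quantile normalization, no filter or a filter at the 75th percentile, a threshold of 2-fold or none, the methods' t-test with Benjamini-Hochberg adjustment, a fit of only the arrays compared, 1 probe set per gene, the mouse as a block, an estimated correlation for the lists, and leaving out each mouse in turn. Centred array medians, a floor of 0.1, leaving out probe sets with a median under 0.95, the mean of the probe sets of each gene for the lists, and leaving out either of 2 arrays that stood apart were added after the data had been seen. The planned pseudocounts were not run because the values are ratios.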

Results

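Gene expression was measured in macrophages grown from the marrow of 6 mice, 3 of them Pparg+/- LysCre and 3 Pparg fl/- LysCre. LysCre drives Cre recombinase from the lysozyme locus of myeloid cells, so that the floxed allele of Pparg fl/- cells is open to deletion while Pparg+/- cells keep an intact allele. Each mouse gave 4 cultures, without or with IL-4, the cytokine of alternative macrophage activation, and with vehicle or RSG. Expression is given as the deposited ratio, which for most probe sets is a ratio to the median of the probe set. IL-4 was the main source of variation: the first principal component of the 24 arrays held 22.8% of the variance, with all IL-4 arrays between 63.2 and 97.1 on it and all others between -101.5 and -58.4, and the second held 4.88%. Correlations between arrays of a group were low, with a lowest value of 0.234 and a median of 0.312, as the division by the median takes out the differences between genes that arrays share. Of all arrays, that of IL-4-treated Pparg fl/- cells of mouse 4 with vehicle had the largest residual SD, 0.726, against 0.603 to 0.682 on the others.

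The first question was what IL-4 changes in Pparg+/- macrophages. IL-4 raised markers of alternative activation, by different amounts. Retnla, which encodes the secreted protein Fizz1, went from the floor on all 3 control arrays to a ratio of 2.82 ± 0.34 (SD, n = 3), at least 281-fold (log2 change 8.13 ± 0.13 SE, adjusted p = 7.9e-19), and Chil3, which encodes the chitinase-like lectin Ym1, rose 14.9-fold from 0.176 ± 0.02 to 2.62 ± 0.25 (adjusted p = 1.7e-06). All arrays without IL-4 were at the floor for Retnla and so had no spread, which makes its pooled SE and its p-value too small. Pparg itself rose 3.13-fold, from 0.549 ± 0.035 to 1.73 ± 0.28 (adjusted p = 0.00013). In each of these genes all 3 IL-4 arrays lay above all 3 control arrays. The mannose receptor gene Mrc1 had a change of 0.47 on the log2 scale, 1.39-fold, with an adjusted p of 0.0027, short of the 1.5-fold threshold.

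Among the largest rises in Pparg+/- cells, as log2 changes, were those of the sodium channel gene Scn3a (8.47 ± 0.69), Retnla, the ribonuclease genes Rnase2a (8.03, at least 261-fold) and Ear3 (7.02), the lectin gene Mgl2 (7.84), Tceal7 (7.28) and the E-cadherin gene Cdh1 (6.98). The largest falls were those of S100a9, a calcium-binding protein abundant in neutrophils (-8.28 ± 0.33, 312-fold), and of genes of DNA synthesis and mitosis: the thymidine kinase gene Tk1 fell 137-fold, Esco2 had a log2 change of -7.00, Kif23 -6.42, Birc5 -6.37 and the proliferation marker Mki67 -6.28 ± 0.65 (adjusted p = 1.8e-06). The neutrophil granule genes Ngp (-6.72) and Lcn2 (-6.11) were also among them. Of the study's other genes, the fatty acid-binding protein gene Fabp4 fell 2.2-fold (adjusted p = 0.0014), Cd36, a lipid scavenger receptor, rose 1.89-fold (adjusted p = 1.8e-06), and Scd1, a fatty acid desaturase, rose 2.94-fold (adjusted p = 0.003). Without mouse 2 the adjusted p of Fabp4 was 0.06 and that of Scd1 0.13, and without mouse 3 that of Scd1 was 0.067. Angptl4, Pdk4, Stat6 and Ccl17 did not pass, with adjusted p-values of 0.73, 0.37, 0.24 and 1.

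In limma, 5798 probe sets were called in Pparg+/- macrophages, 3428 up and 2370 down, or 59.1% up. They covered 2081 genes that rose and 1537 that fell. The median of all probe sets shifted by 0.099 on the log2 scale. With array medians centred 2656 rose and 2899 fell, 47.8% up, and after quantile normalization 2965 rose and 2791 fell, 51.5% up. List medians for IL-4 are therefore given below relative to the median gene. Without mouse 3 the count was 3802. The methods' t-test called 3415 with its Benjamini-Hochberg adjustment, and 6776 had an unadjusted p under 0.05 in it with the same fold.

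Pparg fl/- macrophages also responded to IL-4. Retnla rose at least 261-fold, to 2.66 ± 0.6 (SD, n = 3), and Chil3 16.5-fold (adjusted p = 8.7e-07). Rnase2a rose at least 239-fold and Mgl2 166-fold. The Pparg probe set rose 3.38-fold, from 0.79 ± 0.27 to 2.64 ± 0.69 (adjusted p = 5.5e-05). Where its probes lie relative to the floxed sequence was not analysed here, so this probe set says nothing of the deletion. Scn3a (8.34), the glycogen-targeting subunit gene Ppp1r3c (8.15 ± 0.54), the cytokine receptor gene Il31ra (7.67), the chemokine gene Ccl24 (7.61) and the claudin gene Cldn11 (7.53) were among the largest log2 rises. S100a9 had a log2 change of -7.73, Kif23 -7.36, Tk1 -7.23, Bub1 -6.41, Birc5 -6.34 and Mki67 -6.30. Fabp4 fell 3.04-fold (adjusted p = 4.4e-05) and Cd36 rose 1.68-fold (adjusted p = 1.4e-05). Mrc1 had a 1.26-fold change, with an adjusted p of 0.026.

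Angptl4, which encodes a secreted inhibitor of lipoprotein lipase, fell 3.13-fold with IL-4 in Pparg fl/- cells (adjusted p = 0.022), and Pdk4, a kinase that restrains glucose oxidation, fell 8.8-fold (adjusted p = 0.0094). Without the array of IL-4-treated mouse 4 with vehicle, Angptl4 had a log2 change of -0.95 (adjusted p = 0.26) and Pdk4 one of -2.24 (adjusted p = 0.052). Without mouse 6 Angptl4 had a change of -1.92 (adjusted p = 0.12), and without mouse 5 Pdk4 had one of -3.08 (adjusted p = 0.074), against -1.65 and -3.14 with all mice, so these 2 losses came with fewer arrays and not with a smaller change.

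Limma called 6422 probe sets in Pparg fl/- macrophages, 3561 up and 2861 down, 55.5% up, in 2183 genes that rose and 1791 that fell. The median of all probe sets shifted by 0.12, and after quantile normalization 2703 rose and 3262 fell, 45.3% up. Without mouse 5 46.2% were up and without mouse 4 67.9%. The methods' t-test called 1885 with adjustment, and 7043 passed in it without.

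**Figure D1:**
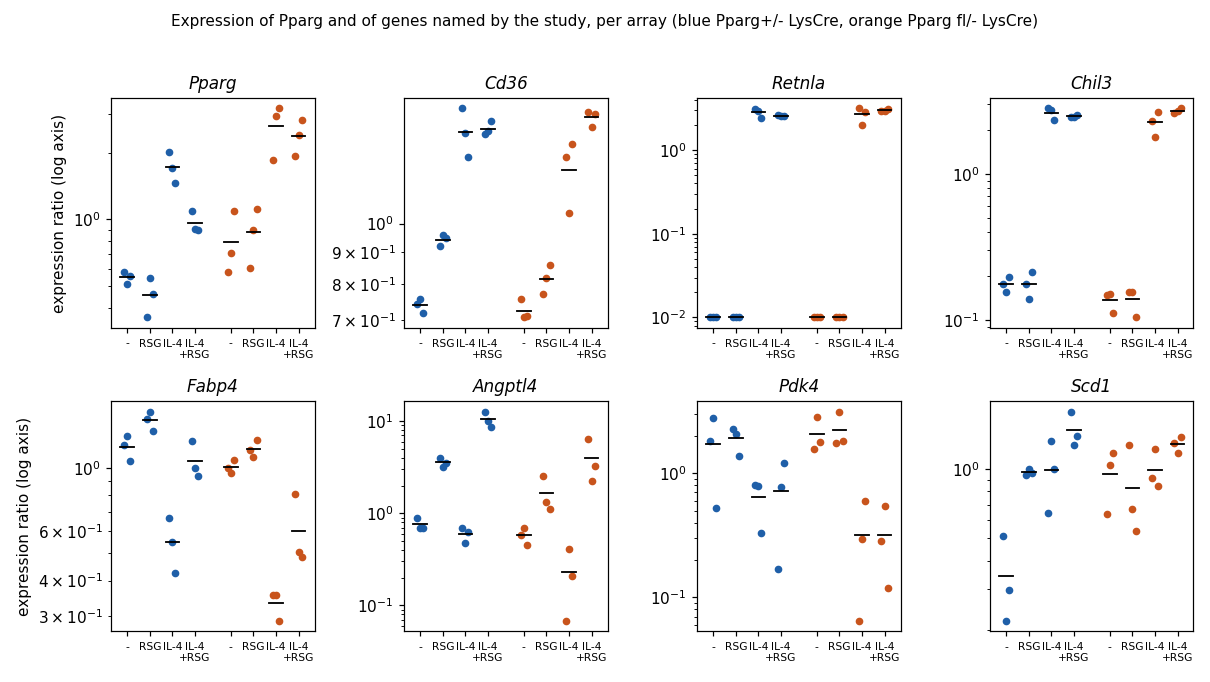
Expression ratio (log axis) of 8 genes on each of the 24 arrays, by culture, blue for Pparg+/- LysCre and orange for Pparg fl/- LysCre, with a line at the mean of 3 mice. With IL-4 and vehicle, the mean of Retnla was 2.82 in Pparg+/- and 2.66 in Pparg fl/- cells, and with IL-4 and RSG the mean of Angptl4 was 10.5 and 4.

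Among the gene lists, alternative activation markers rose. Of 32 measured markers, 24 rose and 2 (F13a1 and Il4ra) fell in Pparg+/- cells, also when adjusted over the list alone. In Pparg fl/- cells 23 rose and 1 (F13a1) fell, with 24 and 1 adjusted over the list alone. The median log2 change relative to the median gene was 2.55 in Pparg+/- cells (camera adjusted p = 4.5e-16) and 2.82 in Pparg fl/- cells (2.8e-16), and both held with an estimated correlation (adjusted p = 7.7e-05 and 7.1e-05). Of 12 macrophage fusion and osteoclast genes, 7 rose and 1 fell in Pparg+/- cells and 7 rose in Pparg fl/- cells, with the same counts adjusted over the list alone. Among them were Ctsk, a collagen-degrading protease (27.1-fold in Pparg+/- and 19.5-fold in Pparg fl/- cells), and the fusion receptor genes Ocstamp (log2 changes 4.36 and 4.36) and Dcstamp (3.30 and 4.08). The list medians were 1.74 and 1.87 (camera adjusted p = 0.00039 and 0.00047; adjusted p = 0.06 and 0.056 with an estimated correlation). Of 18 stress and immediate early genes, 9 rose in Pparg+/- and 10 in Pparg fl/- cells, with the same counts adjusted over the list alone. The heat shock protein gene Hspa1b rose 10.3- and 8.79-fold. Their medians were 1.30 and 1.35 (camera adjusted p = 1.9e-07 and 0.00019; adjusted p = 0.06 and 0.14 with an estimated correlation).

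Cell cycle genes fell together: 21 of 25 in Pparg+/- and 23 in Pparg fl/- cells, 24 and 24 adjusted over the list alone. Their medians were -3.13 and -3.60 (camera adjusted p = 9.5e-22 and 1.3e-24; adjusted p = 0.06 and 0.052 with an estimated correlation). Of 19 genes of cholesterol biosynthesis, 13 fell in each genotype, and 13 and 14 adjusted over the list alone. Idi1, which isomerizes isopentenyl diphosphate, fell 6.06-fold and 9.26-fold, and the sterol carrier gene Stard4 had log2 changes of -2.27 and -2.75. Here the medians were -0.999 and -1.26 (camera adjusted p = 2.2e-10 and 2e-13; adjusted p = 0.11 and 0.082 with an estimated correlation). Scavenger and pattern recognition receptors went both ways, 3 up and 11 down of 21 in Pparg+/- cells and 3 up and 10 down in Pparg fl/- cells (3 and 12, and 4 and 10, adjusted over the list alone). The receptor gene Olr1 rose (5.43 and 6.39) and Axl, a receptor for apoptotic cells, fell (-4.78 and -5.71). Their medians were -1.41 and -0.99 (camera adjusted p = 2.9e-05 and 0.00069; adjusted p = 0.088 and 0.15 with an estimated correlation).

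Of 25 inflammatory genes, 8 fell and 2 rose in Pparg+/- cells and 9 fell and 3 rose in Pparg fl/- cells (9 and 2, and 9 and 3, adjusted over the list alone). The monocyte chemoattractant gene Ccl2 fell 16.9- and 14-fold and the receptor gene Tlr2 had log2 changes of -3.48 and -3.18. The list medians were -0.57 and -0.43 (camera adjusted p = 7e-04 and 0.0031; adjusted p = 0.11 and 0.15 with an estimated correlation). Of 26 interferon-stimulated genes, 13 fell and 1 rose in Pparg+/- cells and 5 fell and 1 rose in Pparg fl/- cells (15 and 1, and 5 and 1, adjusted over the list alone). Rtp4 fell 19.7- and 16.1-fold, while Usp18, an inhibitor of interferon signalling, rose in both (1.83 and 2.25). The medians were -1.05 and -0.56 (camera adjusted p = 3.3e-07 and 0.0079; adjusted p = 0.39 and 0.7 with an estimated correlation). Without the control array of mouse 1, 7 fell and 2 rose in Pparg+/- cells (adjusted p = 0.0015), and without mouse 6 the adjusted p in Pparg fl/- cells was 0.06. Not taken relative to the median gene, the median in Pparg+/- cells was -0.95 with that control array and -0.375 without it. The same median was -0.424 in Pparg fl/- cells, so the larger fall in Pparg+/- cells rested on 1 array.

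The other function lists did not pass camera, though single members were called. Of 20 PPARγ target genes, 5 rose and 1 fell in Pparg+/- cells and 2 rose and 3 fell in Pparg fl/- cells, adjusted p = 0.084 and 0.69. The first of these became 0.031 without the control array of mouse 1. Fatty acid oxidation (3 up and 1 down of 26, then 2 and 2; adjusted p = 0.27 and 0.41), LXR target genes (3 and 2 of 10, then 4 and 2; 0.35 and 0.28), and nuclear receptors with their cofactors and IL-4 signalling (3 and 3 of 22, then 4 and 2; 0.96 and 0.57) went both ways. In the last of these lists the coactivator gene Ppargc1b rose 3.01- and 3.58-fold and Il13ra1, a chain of the IL-4 receptor, had log2 changes of -1.09 and -1.17. Fatty acid synthesis had 3 up and 3 down of 12, then 1 and 5 (adjusted p = 0.96 and 0.41), and Scd2 rose 8.48- and 7.89-fold within it. The cholesterol exporter gene Abcg1 rose among LXR targets (1.77 and 2.42), while Apoe fell (-2.16 and -2.06). Of 12 genes of MHC class II presentation, 4 rose and 2 fell in Pparg+/- and 6 rose in Pparg fl/- cells (adjusted p = 0.22 and 0.2, the first 0.039 without the control array of mouse 1). The invariant chain gene Cd74 rose 13.5- and 14.5-fold. Adjusted over the list alone, 5 and 1, then 2 and 3 PPARγ targets passed, 3 and 1, then 2 and 2 of fatty acid oxidation, 3 and 4, then 1 and 5 of fatty acid synthesis, 3 and 2, then 4 and 2 of LXR targets, 4 and 2, then 6 and 1 of MHC class II, and 3 and 4, then 4 and 2 of nuclear receptors.

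Markers of other cells moved with IL-4 beside these groups. Of 10 neutrophil markers, 7 fell in Pparg+/- and 8 in Pparg fl/- cells, the same adjusted over the list alone, with medians of -4.69 and -4.01 (camera adjusted p = 3e-08 and 7.9e-08; adjusted p = 0.015 and 0.019 with an estimated correlation). Of 10 stromal cell markers, 4 fell in Pparg+/- and 5 in Pparg fl/- cells (5 and 6 adjusted over the list alone). The collagen gene Col3a1 fell 12.6- and 63.4-fold. The medians were -0.74 and -2.21 (camera adjusted p = 0.0039 and 6.3e-05; adjusted p = 0.11 and 0.052 with an estimated correlation). Of 11 macrophage markers, 1 rose and 4 fell, then 1 rose and 5 fell (adjusted p = 0.085 and 0.061), the fractalkine receptor gene Cx3cr1 with log2 changes of -3.28 and -2.87. Without mouse 1 the adjusted p in Pparg+/- cells was 0.029.

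No other marker list passed camera. Of 9 dendritic cell markers, 1 rose and 1 fell in Pparg+/- and 2 rose in Pparg fl/- cells (adjusted p = 0.71 and 0.65), of 8 B cell markers 1 and 2 fell (0.86 and 0.2), and of 9 T and NK cell markers 2 and 2 rose (0.68 and 0.49). Of 10 mast cell and basophil markers, 2 rose and 1 fell, then 1 and 1 (0.87 and 0.77), of 6 erythroid markers 0 and 1 rose (0.89 and 0.65), and of 5 eosinophil markers 1 and 0 fell (0.44 and 0.65). Of 4 adipocyte markers, 1 and 1 fell (0.69 and 0.4), against a median that was above 0 in both. None of 4 sex-linked genes was called (0.96 and 0.81). The counts of these 8 lists were the same adjusted over the list alone.

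Whether the IL-4 response needs PPARγ was asked by setting both genotypes side by side. Of the called probe sets, 4237 were called in both genotypes in the same direction, 2418 up and 1819 down, and 6 in opposite directions. Independent lists of these sizes would share 281.6 up and 156.4 down. Of the probe sets called only in Pparg+/- cells, 1009 up and 546 down, 89.9% had the same sign in Pparg fl/- cells. Of those called only in Pparg fl/- cells, 1138 up and 1041 down, 87.4% had the same sign in Pparg+/- cells. The 3734 called in a single genotype had a median change of 1.95-fold there, and 61.8% of them lay between 1.5- and 2.5-fold. Those called in both had a median of 2.27-fold, taken in Pparg+/- cells alone, so these 2 medians are not the same measure. Of the 7977 called in either genotype, 82.6% had changes within 2-fold of each other and 1389 were further apart. At a threshold of 2-fold, 71.2% of 4719 were within 2-fold of each other. The 2355 called in a single genotype then had a median of 3.14-fold there, and those called in both had 3.745-fold in Pparg+/- cells. Pearson's r of the log2 changes was 0.858 across probe sets called in either and 0.576 across all, where probe sets are not independent replicates.

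**Figure D2:**
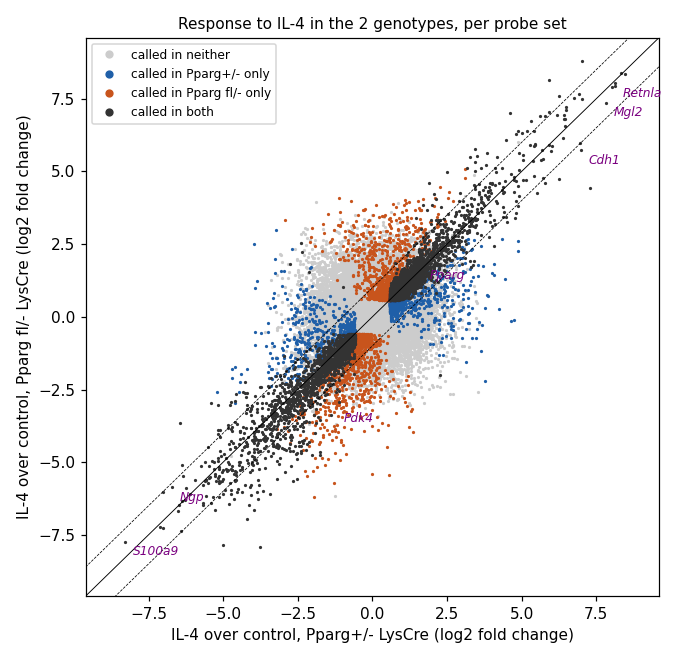
Log2 change with IL-4 in Pparg+/- (horizontal) and Pparg fl/- (vertical) macrophages, 1 point per probe set, coloured by the genotype in which it was called, with a solid line of equality and dashed lines 2-fold away. The 4237 probe sets called in both lie along the line of equality, and 1389 of those called in either lie outside the dashed lines.

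The difference of the IL-4 response between genotypes was then tested directly, as the response in Pparg fl/- minus that in Pparg+/- cells. It was -0.10 ± 0.18 (SE) for Retnla, 0.15 for Chil3, -0.14 for Mrc1, 0.11 for Pparg, -0.46 for Fabp4 and -0.17 for Cd36 on the log2 scale, each with an adjusted p of 1. Retnla was at the floor on all control arrays of both genotypes, which also makes its SE too small. Its value therefore compares only the IL-4 levels. It cannot test whether the response of Retnla differs. Angptl4 differed by -1.31 ± 0.69, Pdk4 by -1.92 ± 1.1 (both adjusted p = 1) and Scd1 by -1.47 ± 0.48 (adjusted p = 0.88). Limma called 0 probe sets, with 2095 at an unadjusted p under 0.05 where chance gives 2167, and the methods' t-test called 0. Without mouse 4 limma called 6, and without the Pparg+/- control array of mouse 1 it called 1. Several lists passed camera in this comparison: interferon-stimulated genes had a median difference of 0.52 (adjusted p = 3e-04), and stromal cell markers -1.25, cell cycle genes -0.36, PPARγ targets -0.19 and cholesterol biosynthesis -0.25 (adjusted p = 0.0033, 0.0033, 0.014 and 0.014). None held with an estimated correlation (adjusted p = 0.68 for interferon-stimulated genes, 0.35, 0.68, 0.35 and 0.68). Without mouse 1 the adjusted p was 0.63 for the interferon list, 0.21 for cell cycle genes and 0.43 for cholesterol biosynthesis. It was 0.15 for PPARγ targets without mouse 2, 0.066 for the interferon list and 0.21 for cholesterol biosynthesis without mouse 4, and 0.39, 0.16 and 0.16 for stromal markers, PPARγ targets and cell cycle genes without mouse 5.

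The RSG comparisons ask which genes the PPARγ agonist changes and whether IL-4 alters this. Without IL-4, RSG changed few genes in Pparg+/- macrophages. Ear3, a ribonuclease gene, rose 19.1-fold from 0.0269 ± 0.007 to 0.501 ± 0.034 (SD, n = 3; adjusted p = 0.045) and Lpcat3, a phospholipid acyltransferase gene, rose 1.78-fold (log2 change 0.83 ± 0.12 SE, adjusted p = 0.025). Gp5, a platelet glycoprotein gene, fell 5.02-fold from 0.907 ± 0.23 to 0.18 ± 0.041 (adjusted p = 0.00053). In each of the 3 genes the RSG arrays lay apart from the vehicle arrays. Angptl4 went from 0.757 to 3.58, a log2 difference of 2.24 with an adjusted p of 0.26, and Scd1 differed by 1.59 (0.26), Cd36 by 0.35 (0.54) and Fabp4 by 0.31 (1), so that none of these passed. For these genes too, all RSG arrays lay above all vehicle arrays.

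Small shifts of metabolic lists went with RSG. PPARγ target genes had a median of 0.31, with 0 called over all probe sets and 5 up adjusted over the list alone (camera adjusted p = 1e-08; adjusted p = 0.018 with an estimated correlation). Fatty acid synthesis was at 0.17, with 0 called and 1 up over the list alone (2.2e-05; 0.027 with an estimated correlation). Fatty acid oxidation was at 0.17 and cholesterol biosynthesis at 0.32, the latter with 19 of 19 genes above 0, and neither had a called member, also adjusted over the list alone (camera adjusted p = 2.3e-08 and 2.3e-09; adjusted p = 0.21 and 0.23 with an estimated correlation). LXR targets were at 0.29, with 1 up of 10 in both counts (adjusted p = 0.013; adjusted p = 0.31 with an estimated correlation), and were lost without mouse 1 (0.073) or mouse 3 (0.086). T and NK cell markers were at -0.55 (adjusted p = 0.054), and at an adjusted p of 0.038 with the mouse as a block. With an estimated correlation and no block they were at 0.31.

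Immune lists were lower with RSG in Pparg+/- cells, and 1 array carried much of this. Interferon-stimulated genes had a median of -0.88 (camera adjusted p = 2.9e-12; adjusted p = 0.28 with an estimated correlation), MHC class II genes -0.53 (0.0014; adjusted p = 0.31 with an estimated correlation) and inflammatory genes -0.46 (2e-04; adjusted p = 0.17 with an estimated correlation). None of their members was called over all probe sets, and adjusted over the list alone 1 inflammatory gene rose and 1 fell. The control array of mouse 1 had a median log2 ratio of 2.51 over the interferon-stimulated genes, against -0.55 to 0.62 on the other 23 arrays, and the chemokine gene Cxcl10 was at 39.6 there and at 1.43 and 2.65 in the other Pparg+/- controls. Without that array, interferon-stimulated genes were at -0.17 (adjusted p = 0.095) and MHC class II genes at -0.24 (0.25), while inflammatory genes were at -0.22 and still passed (0.012). Without all arrays of mouse 1, inflammatory genes were at -0.15 (0.073).

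**Figure D3:**
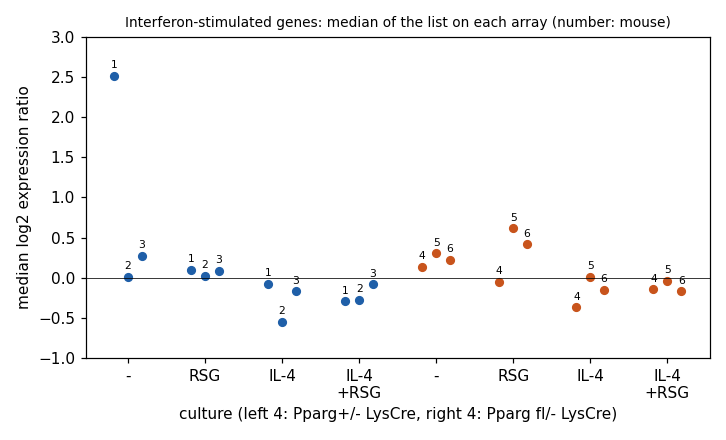
Median log2 expression ratio of the interferon-stimulated genes on each of the 24 arrays, by culture, with the number of the mouse at each point, blue for Pparg+/- and orange for Pparg fl/- cells. The Pparg+/- control array of mouse 1 is at 2.51, and the other 23 lie between -0.548 and 0.615.

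In all, limma called 5 probe sets with RSG in Pparg+/- macrophages without IL-4, 4 up and 1 down, of which 2 of the risen had no single gene symbol, with 2285 at an unadjusted p under 0.05 where chance gives 2167. The methods' t-test called 0. With the mouse as a block limma called 8, and Ear3 was then at an adjusted p of 0.088. Without the control array of mouse 1 limma called 2, with Ear3 at 0.1 and Lpcat3 at 0.081. Without mouse 3 Gp5 was at 0.093 and the count was 0. Ear3 and Lpcat3 were lost without any 1 of the 3 mice, Ear3 at 0.58, 0.49 and 0.43 and Lpcat3 at 0.5, 0.49 and 0.32.

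With IL-4, limma called more probe sets for RSG in Pparg+/- macrophages, 75 against 5 without IL-4. Leaving out mouse 1, 2 or 3 gave 3 against 3, 0 against 1 and 3 against 0. Angptl4 rose 17.4-fold, from 0.603 ± 0.12 to 10.5 ± 2.1 (SD, n = 3; log2 change 4.12 ± 0.49 SE, adjusted p = 0.0041). Aspa, which encodes aspartoacylase, rose 13.9-fold (adjusted p = 0.0059), Gtsf1 9.53-fold, Vsig8 6.68-fold, the tyrosine kinase gene Frk 4.77-fold, Abhd3 3.33-fold, the fatty acid-binding protein gene Fabp7 3.11-fold and Asb4 2.65-fold. Nnmt, which methylates nicotinamide, fell 12.6-fold (adjusted p = 0.023), N4bp3 3.39-fold, Slc2a6, of the glucose transporter family, 3.12-fold, the transcription factor gene Runx3 2.97-fold, Nol3 2.82-fold, the ubiquitin hydrolase gene Uchl1 2.8-fold and the interferon-induced membrane protein gene Ifitm3 2.56-fold. In all of these the arrays of the 3 RSG cultures lay apart from those of the 3 vehicle cultures. The alternative activation markers Chil3 and Retnla differed by -0.08 and -0.14 on the log2 scale (adjusted p = 1 and 0.92). Fabp4 differed by 0.96 (0.12), Scd1 by 0.63 (0.76) and Pparg by -0.83 (0.32), the last with an adjusted p of 0.043 when the mouse was a block.

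By list, 2 of 26 genes of fatty acid oxidation rose, the β-oxidation enzyme genes Acaa2 (1.74-fold) and Ech1 (1.53-fold, both adjusted p = 0.015), and 1 fell, Fabp3 (1.83-fold, adjusted p = 0.0058), a fatty acid-binding protein. Adjusted over the list alone, 4 rose and 2 fell. Its median was 0.25 (camera adjusted p = 4.3e-10; adjusted p = 0.21 with an estimated correlation). Of the PPARγ targets 1 rose, Angptl4, and 4 adjusted over the list alone, at a median of 0.06 (0.00021; adjusted p = 0.21 with an estimated correlation). Cholesterol biosynthesis was at 0.19, with 0 called in either count (0.00021; adjusted p = 0.43 with an estimated correlation). LXR targets had 1 riser, Lpcat3 (1.68-fold), in both counts and an adjusted p of 0.056. Of 25 inflammatory genes 1 fell, the lipopolysaccharide coreceptor gene Cd14 (2.32-fold, adjusted p = 0.011), and adjusted over the list alone 1 rose and 5 fell, at an adjusted p of 0.053. With the mouse as a block, LXR targets, inflammatory genes, and stress and immediate early genes were all at an adjusted p of 0.038. With an estimated correlation and no block these 3 lists were at 0.43, 0.43 and 0.45. Of the neutrophil markers Mmp8, a collagenase gene, fell 2.12-fold (adjusted p = 0.018).

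Limma called 75 probe sets, 38 up and 37 down, in 30 genes that rose and 29 that fell, with 3162 at an unadjusted p under 0.05 where chance gives 2167. The methods' t-test called 0. The count was 3 without mouse 1, 0 without mouse 2 and 3 without mouse 3, and all the genes named here lost their calls each time, Angptl4 with adjusted p-values of 0.1, 0.089 and 0.086 though its log2 change stayed at 4.09, 3.98 and 4.30. A fit of only the arrays compared called 3, and 0 of the 75 were among these or among the 3 without mouse 3.

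The RSG response with IL-4 minus that without it was tested in Pparg+/- cells. Limma called Gp5 alone, at 2.84 on the log2 scale (adjusted p = 0.005), with 2006 probe sets at an unadjusted p under 0.05. The methods' t-test called 0. With the mouse as a block Gp5 had an adjusted p of 0.066, and it was at 0.22 without mouse 2 and at 0.16 without mouse 3. Angptl4 differed by 1.88 ± 0.69 (SE) and Fabp4 by 0.65 (both adjusted p = 1). The larger RSG response of these genes with IL-4 did not pass as a difference, though it was the larger within each mouse. Among lists, interferon-stimulated genes differed by 0.69 (adjusted p = 2.7e-06), fatty acid synthesis by -0.33 (0.00039), stress and immediate early genes by -0.31 (0.012) and T and NK cell markers by 1.15 (0.022). With an estimated correlation all were lost (adjusted p = 0.97, 0.11, 0.79 and 0.57). Without the control array of mouse 1 interferon-stimulated genes were at 0.05 (adjusted p = 0.5), stress genes at an adjusted p of 0.18 and T and NK cell markers at 0.28. Without mouse 2 stress genes were at 0.069.

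In Pparg fl/- macrophages RSG called 0 probe sets in limma without IL-4, with 1843 at an unadjusted p under 0.05 where chance gives 2167, and the methods' t-test called 0. Angptl4 differed by 1.45 on the log2 scale (adjusted p = 0.98). All RSG arrays lay above all vehicle arrays for Angptl4, Cd36 and Fabp4, but not for Scd1. Leaving out a mouse gave 1 to 7 calls. Among lists, fatty acid oxidation had a median of 0.12 with 25 of 26 genes above 0 (camera adjusted p = 0.0012), PPARγ targets 0.13 (0.016), inflammatory genes -0.12 (0.031), cell cycle genes -0.30 (0.0027) and stromal cell markers -0.41 (0.045). With an estimated correlation none held (adjusted p = 0.63, 0.63, 0.63, 0.93 and 0.63). Without mouse 6 PPARγ targets were at an adjusted p of 0.28, inflammatory genes at 0.28, cell cycle genes at 0.89 and stromal markers at 0.69. Without mouse 5 fatty acid oxidation was at 0.06 and stromal markers at 0.97, and without mouse 4 PPARγ targets were at 0.1 and inflammatory genes at 0.11. Stromal markers were at 0.16 after quantile normalization and inflammatory genes at 0.07. With the mouse as a block LXR targets were at 0.034, and with an estimated correlation and no block at 0.81.

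With IL-4, RSG raised Angptl4 20-fold in Pparg fl/- macrophages, from 0.23 ± 0.17 to 4 ± 2.2 (SD, n = 3; log2 change 4.32 ± 0.49 SE, adjusted p = 0.0015). Slco2b1, an organic anion transporter gene, rose 3.61-fold (adjusted p = 0.033), and Dach1, a transcriptional regulator, fell 3.9-fold (adjusted p = 0.033), each in 3 of 3 mice. Another probe set of Slco2b1 and those of Dach1 had changes of the opposite sign that were not called. Fabp4 differed by 0.81 on the log2 scale (adjusted p = 0.63). It did not pass, though all its RSG arrays (lowest ratio 0.483) lay above all its vehicle arrays (highest 0.357). Without mouse 4 the log2 change of Angptl4 was 3.20 (adjusted p = 0.081), without mouse 6 it was 4.50 (0.12), and without the vehicle array of IL-4-treated mouse 4 it was 3.62 (0.045). With the mouse as a block Slco2b1 was at 0.052 and Dach1 at 0.078. Without the vehicle array of IL-4-treated mouse 4 Slco2b1 was at 0.091. Both were lost without any 1 of the 3 mice, Slco2b1 at 0.12, 0.13 and 0.12 and Dach1 at 0.17, 0.061 and 0.37.

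PPARγ targets shifted in these cells too, at a median of 0.35 with 1 up over all and 3 adjusted over the list alone (camera adjusted p = 4.4e-07; adjusted p = 0.035 with an estimated correlation). Fatty acid oxidation was at 0.09 (0.0015), cholesterol biosynthesis at 0.16 (0.0068) and LXR targets at 0.28 (0.0068), none with a called member in either count, and none held with an estimated correlation (adjusted p = 0.67, 0.89 and 0.67). Without mouse 4 fatty acid oxidation was at an adjusted p of 0.7 and cholesterol biosynthesis at 0.95, and without mouse 5 LXR targets were at 0.33. Scavenger and pattern recognition receptors were at an adjusted p of 0.052, and at 0.038 with the mouse as a block. With an estimated correlation and no block they were at 0.67. Limma called 4 probe sets, 2 up and 2 down, of which 1 of the fallen had no single gene symbol, with 2107 at an unadjusted p under 0.05 where chance gives 2167, and the methods' t-test called 0. The count was 7 without mouse 5 and 1 without mouse 6.

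The probe sets that RSG changed in IL-4-treated Pparg+/- cells were followed through all 4 RSG comparisons. The 38 that rose had a median log2 change of 1.2 there, 0.55 in Pparg+/- cells without IL-4, 0.47 in Pparg fl/- cells with IL-4 and 0.25 in Pparg fl/- cells without IL-4. The 37 that fell had medians of -1.23, -0.32, -0.27 and -0.12. In Pparg fl/- cells with IL-4, 36 of the 38 and 35 of the 37 moved in the same direction. These probe sets were chosen on the Pparg+/- arrays, which inflates their change there. To allow for this, 200 probe sets were chosen on 2 of the Pparg+/- mice each time and read in the third. With IL-4 the median change in the direction of choice was 0.74, 0.58 and 0.61 in the left-out Pparg+/- mice 1, 2 and 3. It was 0.15 to 0.29 in the Pparg fl/- mice. All choices were made on Pparg+/- mice, so probe sets with a larger response in Pparg fl/- cells were not sought.

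**Figure D4:**
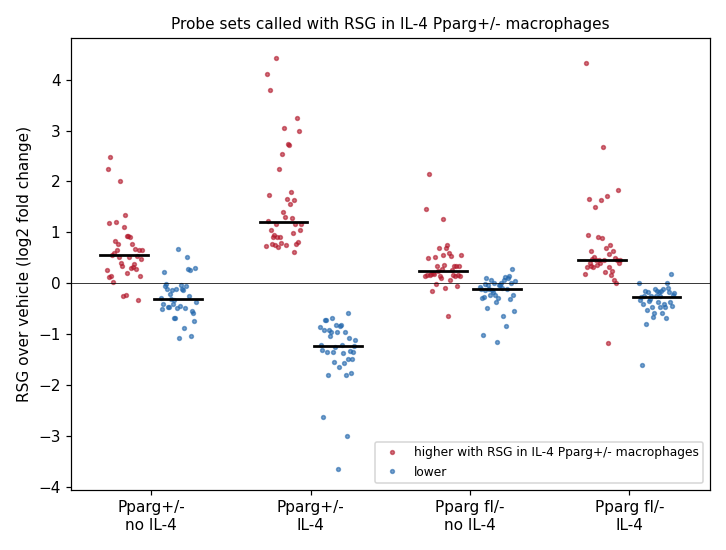
Log2 change with RSG over vehicle in 4 settings, for the 38 probe sets that rose (red) and the 37 that fell (blue) with RSG in IL-4-treated Pparg+/- macrophages, 1 point each, with a bar at the median. The risen set has medians of 0.55, 1.2, 0.249 and 0.466 from left to right and the fallen set -0.317, -1.23, -0.116 and -0.274.

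The difference of the RSG response with IL-4 between genotypes was then tested directly, and no single probe set passed. Angptl4 differed by 0.20 ± 0.69 on the log2 scale (SE, Pparg fl/- minus Pparg+/-), Fabp4 by -0.16 and Pparg by 0.70 (each adjusted p = 1). Limma called 0, with 2034 at an unadjusted p under 0.05 and a lowest adjusted p of 0.16, and the methods' t-test called 0. Without mouse 3 limma called 1 and without mouse 4 it called 2. Fatty acid oxidation had a median difference of -0.17 (camera adjusted p = 0.0085), with 1 member above 0 passing adjusted over the list alone and an adjusted p of 0.66 with an estimated correlation. It was lost without mouse 1, 3, 5 or 6 (adjusted p = 0.17, 0.074, 0.63 and 0.087).

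The genotypes were compared last, as Pparg fl/- minus Pparg+/-. Without IL-4 or RSG, Scd1 differed by 1.52 on the log2 scale (adjusted p = 0.31) and the Pparg probe set by 0.47 (0.6). Interferon-stimulated genes were at -0.60 (camera adjusted p = 3.4e-08; adjusted p = 0.51 with an estimated correlation), and at 0.14 (0.76) without the Pparg+/- control array of mouse 1. Cell cycle genes were at 0.49, above 0 in 25 of 25 (adjusted p = 0.036; adjusted p = 0.57 with an estimated correlation), and lost their call without that array (0.44), without mouse 3, 4 or 5 (0.11, 0.2 and 0.19) and after quantile normalization (0.16). Neither list had a called member, also adjusted over the list alone. Limma called 0 probe sets, with 3947 at an unadjusted p under 0.05 where chance gives 2167, and the methods' t-test called 0. Without mouse 4 limma called 20.

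With IL-4, Slco2b1 was 5.2-fold lower in Pparg fl/- than in Pparg+/- cells, 0.205 ± 0.058 against 1.06 ± 0.25 (SD, n = 3; log2 difference -2.38 ± 0.28 SE, adjusted p = 0.0035). Angptl4 differed by -1.72 (adjusted p = 0.29), Fabp4 by -0.70 (0.37), Pdk4 by -1.40 (0.64) and the Pparg probe set by 0.59 (0.51). PPARγ targets were at a median of -0.29, with 0 called over all probe sets and 3 down adjusted over the list alone (camera adjusted p = 2.9e-06; adjusted p = 0.056 with an estimated correlation). Limma called 1 probe set, that of Slco2b1, with 3963 at an unadjusted p under 0.05 where chance gives 2167, and the methods' t-test called 0. The count was 14 without mouse 4, 13 without mouse 5 and 9 without mouse 6, of which 11, 11 and 8 were lower in Pparg fl/- cells. Without mouse 1, 2 or 3 it was 2, 6 and 1, of which 2, 4 and 1 were higher in Pparg fl/- cells. It was 3 without the vehicle array of IL-4-treated mouse 4 or with array medians centred. Slco2b1 was at an adjusted p of 0.058 without mouse 1 and 0.17 without mouse 3.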

Values the study reported

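The study called changed genes on these arrays with a t-test under false discovery rate control, at p < 0.05 and at least 1.5-fold. By PCR it found recombination in the Pparg fl/- LysCre mice to be close to complete, and RSG no longer induced Fabp4 in their macrophages. It stated that most IL-4-regulated genes were less than 2-fold apart between Pparg+/- and Pparg fl/- LysCre macrophages. Genes that passed in only a single genotype were described as the weakest responders to IL-4, with changes of 1.5- to 2.5-fold.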

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

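The list differences and that of Gp5 stand out because a test of the difference between genotypes or between activation states passed. The RSG response of probe sets called in Pparg+/- cells was smaller in Pparg fl/- cells, and IL-4 raised more probe sets than it lowered. Neither was picked by such a test, and both were weighed because they were seen in the results. The tests of a single array, of an RSG effect in each mouse, of a response of the animal, of scaling, of the choice of genes and of cells that kept Pparg were all chosen after the result was seen, while the splits of the samples were planned.

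Interferon-stimulated genes differed in their IL-4 response between genotypes by 0.518 (median log2 difference, camera adjusted p = 3e-04; 0.68 with an estimated correlation) and in the RSG response of Pparg+/- cells between activation states by 0.688 (2.7e-06; 0.97 with an estimated correlation), and both comparisons use the Pparg+/- control array of mouse 1. Without that array the 2 differences were -0.0785 (adjusted p = 0.99) and 0.0451 (0.5), and their RSG change without IL-4 was -0.165 in place of -0.876, which is what a single high array would give. The within-mouse change was -2.37 in mouse 1, 0.0533 in mouse 2 and -0.225 in mouse 3, and the lower of the last 2, -0.225, is too small for an RSG effect of the full size in every mouse. A scaling factor between arrays is argued against, because the median of all probe sets on that array was only 0.047 above the higher of the other 2 Pparg+/- control arrays. Centred array medians, tried first, left the change at -0.875 but could move it little. A response of the animal in all its cultures is argued against too: the highest of the other 3 cultures of mouse 1 had a median log2 ratio of 0.0954, against 2.51 on that array. The pattern may come from this 1 culture, and whether infection or handling of it, or a response of the animal that both RSG and IL-4 suppressed, lay behind it was not tested.

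The RSG response with IL-4 was smaller in Pparg fl/- cells for the probe sets called in Pparg+/- cells, though limma called 0 in the test of the difference itself. This does not hold for every PPARγ target: the list had a median of 0.345 in Pparg fl/- and 0.0627 in Pparg+/- cells, a difference of 0.169 (adjusted p = 0.87), and Angptl4 had log2 changes of 4.32 and 4.12, though the former was 3.20 without mouse 4. Choosing the probe sets on the same Pparg+/- arrays is argued against as the whole cause. In mice left out of the choice, the smallest gap between a left-out Pparg+/- mouse and the highest Pparg fl/- mouse was 0.311. Every choice was made on Pparg+/- mice, which favours probe sets that respond more in that genotype. The gap therefore cannot show a smaller RSG response of Pparg fl/- cells in general. A share of cells that kept Pparg would keep the same part of every linear change. The median part kept was 0.305 of the risen and 0.437 of the fallen probe sets, and 0.381 for Angptl4. The difference of the medians was -0.132 (95% interval -0.217 to 0.016 from 10000 resamples of the probe sets). This interval leaves out the spread between mice. The choice on the Pparg+/- arrays inflates the change there, which makes the parts kept too low. The test as first written asked only that the interval hold 0, which it does. That it also lie within 0.1 of 0 was asked after the interval had been seen, and it does not. The study's PCR found recombination close to complete, which goes against a large share of such cells, and it reported that RSG no longer induced Fabp4. On these arrays Fabp4 went from 0.334 to 0.598 with RSG in IL-4-treated Pparg fl/- cells, though limma did not call it. A share of cells that kept Pparg stays open, as may a response to RSG that does not use PPARγ. The interval is wide and these arrays do not measure the deletion.

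IL-4 raised more probe sets than it lowered, 59.1% of the calls in Pparg+/- and 55.5% in Pparg fl/- cells, for which a scaling factor between control and IL-4 arrays may be the source. At least 2-fold, 49.9% and 47.9% were rises, and without mouse 5 the share in Pparg fl/- cells was 46.2%, against 67.9% without mouse 4. With array medians centred the shares were 47.8% and 46%, and the test as first written took shares of no more than 55% as support. After this was seen the test was set aside as undecided, because centring by itself draws rises and falls together. The source stays open.

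The other differences are given as values. Between genotypes, the IL-4 response differed by -0.187 for PPARγ target genes (adjusted p = 0.014; 0.35 with an estimated correlation). Cholesterol biosynthesis differed by -0.249 (0.014; 0.68), cell cycle genes by -0.362 (0.0033; 0.68) and stromal cell markers by -1.25 (0.0033; 0.35). Between activation states in Pparg+/- cells, the RSG response of Gp5 differed by 2.84 (adjusted p = 0.005). This call was lost with the mouse as a block, and without mouse 2 or mouse 3. The lists of fatty acid synthesis, stress and immediate early genes, and T and NK cell markers differed there by -0.331 (0.00039; 0.11 with an estimated correlation), -0.313 (0.012; 0.79) and 1.15 (0.022; 0.57). Between genotypes with IL-4, the RSG response of fatty acid oxidation differed by -0.17 (0.0085; 0.66).

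Each comparison was also made on other splits of its arrays, or of the within-mouse differences for a difference of responses, and 10 splits of 3 against 3 are too few for a share under 0.05. The real split and the highest of the others called 5798 and 0 for IL-4 in Pparg+/- cells and 6422 and 2 in Pparg fl/- cells, where 1 split, the real one, reached the count. RSG in Pparg+/- cells gave 5 and 0 without IL-4, 75 and 1 with IL-4, and 1 and 0 for the difference of these, again with 1 split reaching the count. RSG in Pparg fl/- cells gave 0 and 5 without IL-4, and 4 and 4 with IL-4, where 2 splits reached the count. The IL-4 and RSG responses by genotype gave 0 and 1 each, and the genotype difference 0 and 3 without IL-4 and 1 and 5 with it, where 5 splits reached the count. All 10 splits reach a count of 0. Among splits that part the arrays of all 3 mice, as the real ones do, the highest others called 0 for IL-4 in either genotype and for RSG in Pparg+/- cells with or without IL-4. They called 2 for RSG in Pparg fl/- cells without IL-4 and 4 with it.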

How the results depend on the processing

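Centred array medians, the floor of 0.1, the limit of 0.95 on the probe set median, the mean of the probe sets of each gene, and leaving out a single array were chosen after the data had been seen. No call turned into one of the opposite direction, though some list medians changed sign where their call was lost. Over all settings 4908 of 5221 values for named genes kept their side of the threshold, 310 lost and 3 gained a call, and 3909 of 4075 values for lists did, with 109 lost and 57 gained. Values of ratios hold no signal over background, so the depth of an array could not be used to judge a probe set, and the number of arrays limits the precision.

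At least 2-fold, 3247 and 3836 were called with IL-4 in Pparg+/- and Pparg fl/- cells, 2359 in both, and 48 with RSG in IL-4-treated Pparg+/- cells, as fewer can pass. With 1 probe set per gene the counts with IL-4 were 3087, 3338 and 2335 in both, with 3 for RSG in Pparg+/- cells without IL-4 and 4 for the genotype difference with IL-4. The methods' t-test, which estimates the spread from 6 arrays, called 3415, 1885 and 1185 in both with IL-4, and 0 for RSG in Pparg+/- cells without and with IL-4 and for their difference, for RSG in IL-4-treated Pparg fl/- cells and for the genotype difference with IL-4. Limma on only the arrays compared called 3229 with IL-4 in Pparg fl/- cells, 3 with RSG in IL-4-treated Pparg+/- cells (0 of the 75 kept), and 0 in the other RSG comparisons that had calls and in the genotype difference with IL-4.

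With the mouse as a block, 8 were called with RSG in Pparg+/- cells without IL-4 (3 of the 5 kept), 112 with IL-4 (71 of the 75 kept) and 0 for the difference. With IL-4 in Pparg+/- and Pparg fl/- cells, 5575 of 5798 and 6222 of 6422 calls were kept. Flt3 lost its call with IL-4 in Pparg fl/- cells (adjusted p = 0.05), and apart from this and the blocked values given with the results no other named gene or list changed its call. An estimated correlation left 7 of 53 list shifts. Centred medians gave 3 for the genotype difference with IL-4, a floor of 0.1 gave 2 for RSG in Pparg+/- cells without IL-4, and probe sets with a median of at least 0.95 gave 2 for its difference with IL-4. Without the array of IL-4-treated Pparg fl/- mouse 4 the genotype difference with IL-4 had 3. Without the Pparg+/- control array of mouse 1 the IL-4 response by genotype had 1 and RSG in Pparg+/- cells 2. For these the cause was not tested.

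Leaving out a mouse or one of these arrays, which leaves fewer samples, gave 3802 to 5179 with IL-4 in Pparg+/- cells, 4707 to 7069 in Pparg fl/- cells, 3075 to 4320 in both and 0 to 6 for the difference. RSG in Pparg+/- cells gave 0 to 3 without IL-4, 0 to 3 with IL-4 and 0 to 1 for the difference. RSG in Pparg fl/- cells gave 1 to 7 without and 1 to 7 with IL-4, and 0 to 2 for the difference between genotypes. The genotype difference gave 0 to 20 without and 1 to 14 with IL-4, and list shifts numbered 41 to 58. The planned pseudocounts were not run, and values as deposited are those of the report.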

Other observations

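The genotype difference in cells given both IL-4 and RSG, and all the tests of it in this part, were chosen after the data had been seen. In limma the genotypes differed here in 217 probe sets, against 0 without IL-4 or RSG, 1 with IL-4 and 2 with RSG, where 3947, 3963 and 4027 were at an unadjusted p under 0.05. Among the largest differences, Dcstamp, which encodes a receptor for cell fusion, was 5.29-fold higher in Pparg fl/- than in Pparg+/- macrophages, 5.59 ± 1.3 against 1.04 ± 0.072 (SD, n = 3; log2 difference 2.40 ± 0.41 SE, limma adjusted p = 0.014). The adhesion receptor gene Selp was 9.37-fold higher (adjusted p = 0.039), Tmem178 7.44-fold higher (0.0068), Ppp1r3c 5.95-fold higher (0.04) and the non-muscle myosin gene Myh10 10.7-fold higher (0.032). Spic, a transcription factor of red pulp macrophages, was 4.62-fold lower, 0.171 ± 0.061 against 0.767 ± 0.14 (adjusted p = 0.0068), and Dach1 was 3.76-fold lower (0.0084). In IL-4-treated cells without RSG the log2 differences of Dcstamp, Selp, Tmem178, Ppp1r3c and Myh10 were 0.88, 1.35, 1.44, 0.96 and 1.58. Their adjusted p-values were 0.54, 0.57, 0.3, 0.62 and 0.5. Spic and Dach1 differed there by -0.03 and 0.01, with adjusted p-values of 0.99 and 0.99. Lypd6b (25.6-fold higher) and Fezf2 (8.19-fold lower) had log2 differences of 1.33 and 0.03 without RSG. Smaller differences there can follow from choosing genes by their difference with RSG. The direct test, the RSG response with IL-4 between genotypes, called 0 probe sets in limma. In it 2034 were at an unadjusted p under 0.05 where chance gives 2167, with a lowest adjusted p of 0.16.

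Fabp3 was 1.71-fold higher in Pparg fl/- cells (adjusted p = 0.0068), Cd14 2.19-fold (0.013) and Mmp8 2.26-fold (0.01). These were called as lowered by RSG on the same Pparg+/- arrays, which by itself favours a higher value in Pparg fl/- cells. Without RSG their log2 differences were -0.09, 0.25 and 0.18. Of the 217 probe sets, 36 were also called with RSG in IL-4-treated Pparg+/- cells, so the shared arrays bear on these too. Dach1 was called as lowered by RSG on the same Pparg fl/- arrays (log2 change -1.97), which by itself favours a lower value in Pparg fl/- cells. The inflammatory genes Cd40 and Tnfaip3, the latter an inhibitor of NF-κB signalling, were 2.14- and 1.73-fold higher (adjusted p = 0.034 and 0.02), while inflammatory genes as a list did not pass, at a median of 0.28 (camera adjusted p = 0.28; 0.66 with an estimated correlation). The Pparg probe set was 2.45-fold higher, 2.38 ± 0.44 against 0.966 ± 0.11 (adjusted p = 0.032). Of the 25 lists 4 passed camera: PPARγ targets were at a median of -0.21 (camera adjusted p = 0.00042; adjusted p = 0.13 with an estimated correlation), fatty acid oxidation at -0.08 (9e-04; adjusted p = 0.58), cholesterol biosynthesis at -0.10 (0.0068; adjusted p = 0.66) and adipocyte markers at -0.50 (0.02; adjusted p = 0.13). Of the 217 probe sets 154 were higher and 63 lower in Pparg fl/- cells, with 4958 at an unadjusted p under 0.05, and the methods' t-test called 0. The count was 6, 12 and 36 without mouse 1, 2 and 3, and 463, 16 and 19 without mouse 4, 5 and 6. The balance turned without mouse 5, with 3 higher and 13 lower, and without mouse 6, with 9 and 10. With array medians centred 136 were higher and 119 lower. The real split called 217 and the highest of the others 3, with 1 of 10 splits reaching the count, and 10 splits are too few for a share under 0.05.

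The Gp5 probe set, singled out after its values were seen, was at 0.18 ± 0.041 (SD, n = 3) in Pparg+/- cells with RSG and without IL-4, and group means lay between 0.907 and 1.35 in the other 7 cultures.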
